A study of Mus musculus with 2 samples. Its data were reported in "Quantitative assessment of cell population diversity in single-cell landscapes" (2018).

How the data were processed

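Tumor and adjacent normal cells of mouse colon were profiled with inDrop and CEL-Seq amplification, which tags the end of each transcript and counts molecules by UMI. Per the study's methods, distal colon was chelated with EDTA and its crypts digested with an enzyme mix. The adenoma was digested with collagenase beforehand, and fragments held back by a filter were then treated like the crypts. Both suspensions were enriched for live cells. Filtered reads were mapped by the authors to a reference transcriptome through the inDrops pipeline. UMIs were summed per gene, and only barcodes taken as cells were kept. The aligner, its version, the genome build and the annotation are not given in the sources used here. Each deposited file holds raw UMI counts of 25507 genes (rows are genes and columns are cell barcodes) for 1 library, and both list the same genes in the same order.

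The deposited counts were used as they are. The values were whole numbers, and the shallowest cell had 1252 UMIs in adjacent normal and 1005 in the tumor. All barcodes entered the main results, 1513 of adjacent normal and 1206 of tumor. The study quotes cell numbers per sample, which are given under its reported values, and its filter on barcodes was not rerun. Groups came from the labels, with 1 library in each, so values are described and no test across samples was made. The study's permutation of cell labels was not used, since cells are not replicates. Shares have exact Clopper-Pearson 95% binomial intervals, sums of counts exact Poisson intervals, and ratios of counts an exact interval from the binomial distribution. All of them cover counting error only. A count of 0 was given a floor of 3 counts.

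For the sc-UniFrac distance, counts were divided by the total of the cell, multiplied by 10000 and log-transformed after adding 1. The 500 most variable genes were chosen by dispersion (variance over mean, standardized within 20 bins of the mean). The study does not state its way of choosing variable genes, and the distance depends on it. After 4 principal components, cells were joined by average linkage into 10 clusters, and the weighted UniFrac distance was taken on the tree of cluster centroids. The distance between random equal parts of each library, in 20 draws, gave the level that sampling of cells alone produces. Neighbor mixing was the share of the other library among 30 neighbors, divided by its share among all cells. Within a class 15 neighbors were used.

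For the classes, 2000 variable genes were scaled to unit variance (values limited to 10), reduced to 20 principal components, and clustered by the Leiden method on shared neighbors (15 neighbors, resolution 1). A marker counted as raised in a cluster when it was at least 2-fold higher than in all other cells, with 5 CPM (counts per 1000000 UMIs) added to both and at least 20 UMIs. A cluster took the class with the largest share of raised markers, if that was at least 33% and at least 3 markers. It stayed unnamed if another class had more markers among its 10 leading genes, if at least 2 of those were keratinocyte genes or at least 2 were Paneth genes, or if its median depth was under that of its library divided by 3 with no marker among the 10. Unnamed clusters were taken as epithelial when 7 epithelial genes summed to at least 2000 CPM. The markers were fixed before the data were examined. The scaling to unit variance, the naming rule with its 33%, the keratinocyte and Paneth sets, and the epithelial minimum were chosen after the clusters were seen. Doublets were predicted with Scrublet per library, which marked 0.661% of adjacent normal and 0.580% of tumor cells, and were removed only in an alternative. Where shares of cells with a UMI or genes per cell were compared, values with each cell thinned to 1000 UMIs are given.

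The 5 gene lists were fixed before the data were examined, and list genes with at least 20 UMIs over both sums were used. Percentiles came from 10000 random lists matched in 20 bins of mean expression, and intervals of medians from 1000 redraws of the counts. Genes to name were set beforehand as the genes of the lists and marker sets that a comparison is about, *Apc* and *Lrig1*, the sex-linked genes, and the 5 highest and 5 lowest log2 ratios of CPM, with 1 added to each count, among genes with at least 100 UMIs. The genes that rise with *Igkc* in the closing part fell outside this rule and were named after their values were seen.

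Parts of the steps were tested on simulated data. The simulated sums were Poisson draws, so they carry counting error only. The simulated cells for the tree were drawn as coordinates in place of principal components. Normalization, the choice of variable genes and the principal components were therefore not tested. In sums over all cells with 17826 genes, 97% of 200 genes changed 4-fold had their interval on the true side and 94.5% lay within 1 log2 unit. Lists raised by a log2 ratio of 2 were recovered at 2.03, and 0 of 20 unchanged lists fell outside the central 95% of random lists. For 2000 simulated cells the tree distance was 0.0450 for the same mixture, 0.528 for a shifted mixture and 0.661 for samples with no shared cell type. The true trees gave 0, 0.520 and 0.668, so samples with no shared cell type stayed below a distance of 1.

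Each result was recomputed with 1 choice changed at a time: the number of tree clusters, variable genes, principal components and neighbors, the way variable genes are chosen, the tree, the scaling, filters on mitochondrial UMIs, doublets and depth, and the cells included. The alternatives were listed before the data were examined, except those named as added in the closing part. A value without a test counted as moved when it left its own 95% interval. For the distance the largest value between equal parts of 1 library served instead, for genes per cell the order-statistic interval of the median, and for neighbor mixing the binomial interval of the share of the other library, with the number of cells as its base, scaled to the ratio and centered on it. These spreads were chosen for this work. The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, python-igraph 0.11.9, leidenalg 0.10.2, scanpy 1.11.5 and matplotlib 3.10.9.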

Results

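The data were single-cell RNA profiles of mouse colon, made on the inDrop platform, in which each cell is captured in a droplet with a barcoded bead and its transcripts are counted by unique molecular identifiers (UMIs). The series held 2 libraries. One was made from a colonic adenoma (tumor) and the other from normal colon beside it (adjacent normal), with 1 library per group. The mouse model carries *Lrig1*-driven inducible Cre recombinase and a floxed allele of the tumor suppressor gene *Apc*, and adenomas arise where the remaining *Apc* allele is lost. With 1 library per group, no difference below has a replicate check or a test across samples. No p-value was made from cells. The intervals cover counting error only and leave out variation between animals and between preparations.

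The adjacent normal library held 1513 cells and 4649572 UMIs. The tumor library held 1206 cells and 5174508 UMIs. The median cell had 2809 UMIs in adjacent normal, with a range of 1252 to 12583, and 3190.5 UMIs in the tumor, with a range of 1005 to 41659. The median number of genes per cell was 1378 in adjacent normal and 1488 in the tumor as deposited. With every cell thinned to 1000 UMIs, which left out no cell of either library, these medians were 675 and 665, and the order of the libraries changed. Mitochondrial genes took a median of 6.38% of the UMIs of a cell in adjacent normal and 4.53% in the tumor. In adjacent normal 170 cells (11.2%) had at least 20% mitochondrial UMIs, and in the tumor 71 cells (5.89%) did. A doublet caller marked 10 cells of adjacent normal and 7 of the tumor, which were kept.

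UMIs of 4 genes of the Y chromosome (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) were found in 30.7% of adjacent normal cells and 43.4% of tumor cells, or 11.8% and 16.6% with every cell thinned to 1000 UMIs. *Xist* was found in 3.50% and 4.23% of cells (0.991% and 0.995% thinned), with at most 2 and 3 UMIs per cell. Both libraries therefore carried UMIs of Y-chromosome genes, and neither carried *Xist* at more than a few UMIs in any cell. Over epithelial cells *Apc* had 143 UMIs in adjacent normal and 147 in the tumor, a ratio of 1.24 in counts per 1000000 UMIs (CPM, exact 95% interval 0.975 to 1.57). Tags from the end of a transcript say nothing on a deleted exon, so this value does not check the label of the tumor. *Lrig1*, whose locus carries the Cre insertion, had 119 UMIs in adjacent normal and 41 in the tumor, a ratio of 0.414 (0.283 to 0.595).

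The first comparison asked how far the cell landscapes of the adenoma and of the normal colon beside it differ, and which cells make the difference. It used the sc-UniFrac distance, which places all cells in 1 tree of clusters and weighs the difference in cell shares on each branch by the branch's length. The distance is 0 for identical landscapes and 1 for landscapes with no shared branch. With 500 highly variable genes, 4 principal components and 10 clusters, the distance between tumor and adjacent normal was 0.307. Random equal parts of 1 library, drawn 20 times, gave a median distance of 0.0212 and at most 0.0405 in adjacent normal, and a median of 0.0269 and at most 0.0477 in the tumor. The distance between the libraries was therefore larger than that from sampling cells of 1 library, while the distance between replicate libraries of 1 tissue was not analysed here.

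The distance depended most on which cells and genes entered the tree. Among epithelial cells only it was 0.708, with highly variable genes chosen by the plain variance of their log values it was 0.605, and with 200 in place of 500 highly variable genes it was 0.150. All 17 alternatives gave a distance above the largest value between equal parts of 1 library in the main setting, as the plot of distance by setting shows.

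**Figure D1:**
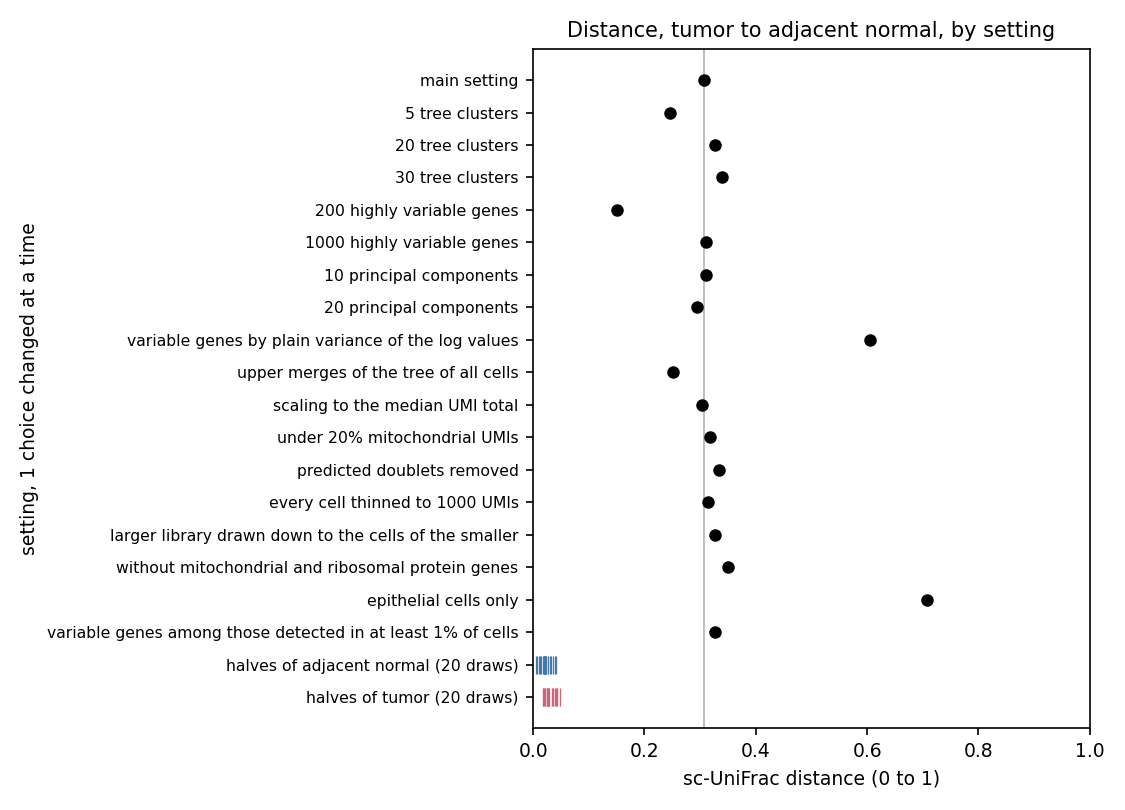
The sc-UniFrac distance between tumor and adjacent normal (x axis, 0 to 1) under the main setting and under each of 17 alternatives (y axis), with 1 choice changed at a time; the vertical line marks the main value of 0.307. Colored marks give the distances between random equal parts of each library (20 draws), of which none exceeded 0.0477, while the alternatives ranged from 0.150 to 0.708.

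Most cells of both libraries fell in 1 of the 10 tree clusters, number 8. It held 1511 adjacent normal cells (99.9%) and 775 tumor cells (64.3%, exact 95% binomial interval 61.5 to 67.0%). It took in all 1238 adjacent normal epithelial cells and 644 of the 648 tumor epithelial cells, so the main tree hardly separated epithelial cells by library. The remaining clusters were nearly all tumor cells. Cluster 1 held 152 tumor cells (12.6%), cluster 9 held 103 (8.54%), cluster 4 held 78 (6.47%) and cluster 7 held 76 (6.30%). Clusters 9 and 4 each held 1 adjacent normal cell, and clusters 1 and 7 held none, which allows a share of up to 0.198% of 1513 cells by 3 counts (exact interval up to 0.244%). By the class names given below, cluster 1 was made of granulocyte-like cells, cluster 9 of B or plasma-like cells in 98.1% of its cells, cluster 4 of fibroblast-like cells in 54.4%, and cluster 7 of macrophage or monocyte-like cells. The other 5 clusters held 11 cells or fewer, and 3 of them held under 5 cells.

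In the 4 principal components behind the tree, the mean share of the other library among the 30 nearest neighbors of a cell was 4.67%. Full mixing would give 49.4%, and the ratio to full mixing, averaged over cells, was 0.0929. The cells of the 2 libraries thus shared few neighbors even inside the tree cluster that held most of both. Without barcodes of at least 20% mitochondrial UMIs the ratio was 0.0641.

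The composition of each library was then described with finer clusters. Leiden clustering of all cells gave 24 clusters, of which 19 were named from sets of marker genes fixed beforehand. Of these 24 clusters, 20 had over 95% of their cells from 1 library, including 12 of the 13 epithelial ones. A cluster made mostly of 1 library may be that library and not a cell type. No cluster met the naming rule for tuft, dendritic, or smooth muscle or glia cells.

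Epithelial clusters held 1238 adjacent normal cells (81.8%, 79.8 to 83.7%) and 648 tumor cells (53.7%, 50.9 to 56.6%). Isolation bears on these shares, since normal crypts were freed by chelation while the adenoma was first digested with collagenase and its fragments collected on a filter. Handling and group cannot be told apart in the shares of any class. B or plasma-like cells made up 103 tumor cells (8.54%) and 1 adjacent normal cell. Macrophage or monocyte-like cells were 92 (7.63%) and 2, fibroblast-like cells 44 (3.65%) and 2, endothelial-like cells 37 (3.07%) and 0, and mast-like cells 30 (2.49%) and 1. T or NK-like cells made up 82 adjacent normal cells (5.42%, 4.33 to 6.68%) and 23 tumor cells (1.91%, 1.21 to 2.85%). Of the adjacent normal T or NK-like cells 63 were in cluster 15, which held 1 tumor cell, and 22 of the tumor ones were in cluster 18. Red blood cell-like cells made up 12.4% of adjacent normal and 5.31% of tumor cells. This class took in cluster 24, with 14 adjacent normal cells, which had no red blood cell marker among its 10 leading genes and 5249 CPM of 7 epithelial genes. Without it the adjacent normal share was 11.4%. Clustering without the marker genes, a choice made after the data were examined, left the T or NK-like shares at 4.82% and 2.16%. The mast-like class was lost in several alternatives, and without scaling of the genes no T or NK-like cluster was named.

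**Figure D2:**
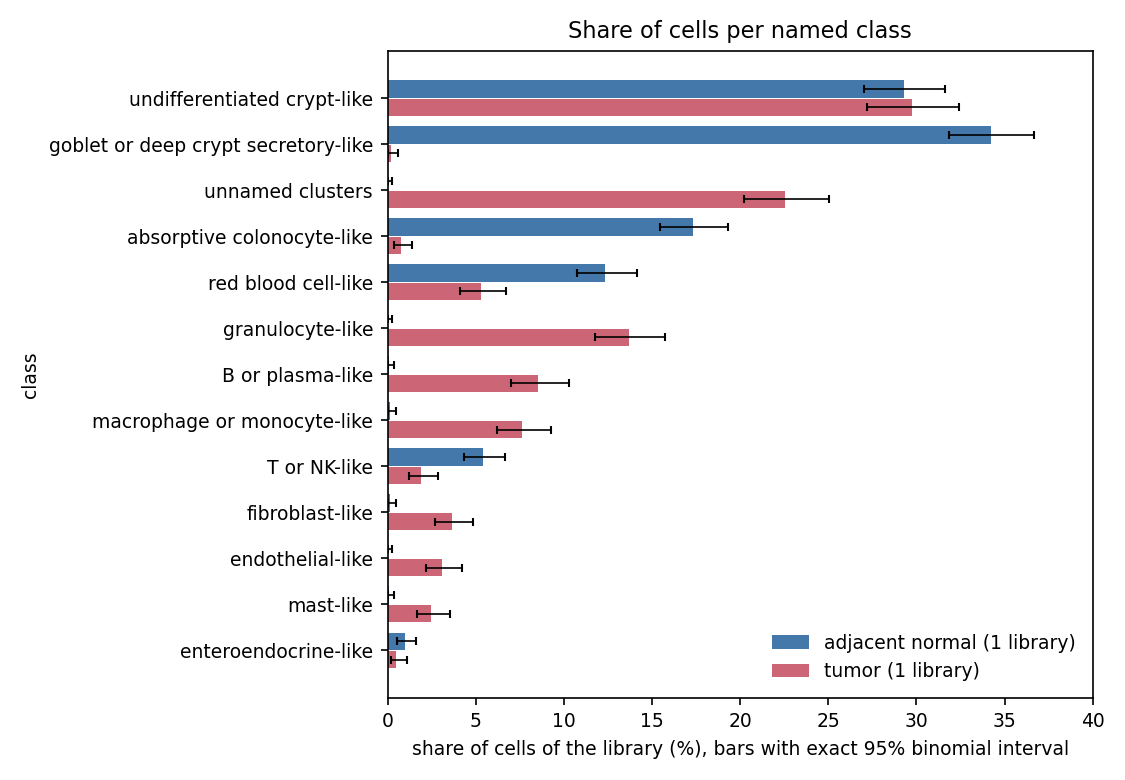
Share of the cells of each library (x axis, percent) in each named class and in the unnamed clusters (y axis), for adjacent normal (blue, 1 library) and tumor (red, 1 library); error bars are exact 95% binomial intervals and cover counting error only. Goblet or deep crypt secretory-like cells took 34.2% of adjacent normal and 0.166% of tumor cells, and granulocyte-like cells 0% and 13.7%; the near equal shares of the undifferentiated crypt-like class come from different clusters and were not kept under most other settings.

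The study described a granulocyte population that came from the tumor alone. Here the granulocyte-like class was Leiden cluster 6, with 165 tumor cells (13.7%, 11.8 to 15.8%) and 0 of 1513 adjacent normal cells, which allows a share of up to 0.198% by 3 counts (exact interval up to 0.244%). All 18 detected granulocyte markers were raised in it. The share kept within its interval under all 14 alternatives, and between 157 and 165 of the 165 cells stayed in the class in those that used all cells, clustering without the marker genes included (161). The alternatives that only rename the same clusters could not change it, because all its markers were raised. Summed over all cells, the 18 markers had 1638 UMIs in adjacent normal (352 CPM, exact Poisson interval 335 to 370) and 63664 in the tumor (12303 CPM, 12208 to 12399), a ratio of 34.9 (33.3 to 36.7). *S100a8* had 8 UMIs in adjacent normal and 11634 in the tumor, and *S100a9* had 4 and 15300. *Slpi* supplied 1149 of the 1638 adjacent normal UMIs, and its ratio was 2.88.

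Cells that should lack these genes had their UMIs too, as free RNA in a suspension gives. With every cell thinned to 1000 UMIs, 98.8% of the granulocyte-like cells had an *S100a9* UMI, against 10.5% of tumor epithelial cells. In classes that should lack the gene the share was 8.74% (tumor B or plasma-like cells), 10.8% (tumor endothelial-like cells) and 15.9% (tumor fibroblast-like cells). Without thinning these shares were 99.4%, 35.5%, 43.7%, 35.1% and 20.5%. The median depths were 1977, 4217.5, 5610, 3043 and 3525.5 UMIs, in the same order. For *S100a8* the thinned shares were 99.4% of granulocyte-like, 10.5% of epithelial, 14.6% of B or plasma-like, 10.8% of endothelial-like and 4.55% of fibroblast-like tumor cells (99.4%, 31.2%, 36.9%, 24.3% and 25% without thinning). The share in tumor epithelial cells lay within the interval of each of these 3 other classes for both genes and was read as background. In adjacent normal epithelial cells, with a median of 2996 UMIs, the thinned shares were 0.0808% for *S100a9* and 0.162% for *S100a8*.

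The study named differentiated absorptive cells as the population most skewed to adjacent normal. In this tree no separate cluster of that kind formed, since 99.9% of adjacent normal cells shared 1 cluster. Among the Leiden clusters the absorptive colonocyte-like class was cluster 3. It held 262 of 1238 adjacent normal epithelial cells (21.2%, 18.9 to 23.5%) and 9 of 648 tumor epithelial cells (1.39%, 0.637 to 2.62%). The tumor value depends on a rule that was set after the clusters were seen. Clusters 11 and 23, with 104 tumor epithelial cells (16.0%) and no adjacent normal cell, had 6 and 8 of 14 absorptive markers raised and were left unnamed for keratinocyte genes among their 10 leading genes. Cluster 11 was led by *Krt14* and *Krt5*. Cluster 23, with 18 cells, was led by the absorptive marker *Clca4a* and had the keratinocyte genes *Sprr2h* and *Sprr1a* further down, so its exclusion is the less certain one. Counting them as absorptive would bring the tumor share to 17.4% (14.6 to 20.6%), still below the adjacent normal share. Across the alternatives the tumor share ranged from 1.02% to 17.4% and the adjacent normal share from 15.7% to 26.0%, and the tumor share was the lower in each.

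Goblet or deep crypt secretory-like cells were 518 of the adjacent normal cells (34.2%, 31.8 to 36.7%) and 2 of the tumor cells (0.166%, 0.0201 to 0.598%). Of epithelial cells they were 41.8% and 0.309%, against 21.2% and 1.39% for the absorptive colonocyte-like class. In the main setting this class was thus more skewed to adjacent normal than the absorptive one, unlike in the study's ranking of its own tree clusters. Their clusters were 2, 5 and 16, and *Cd7*, a T or NK marker, was among the 10 leading genes of cluster 5. Cluster 21 of the tumor, with 22 cells (3.40% of its epithelial cells), carried goblet markers but was led by genes of Paneth cells such as *Lyz1* and *Defa24*, and was left unnamed. Clusters 13 and 14, with 146 tumor cells (22.5% of its epithelial cells), had too few markers of any class. Enteroendocrine-like cells numbered 15 and 6.

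The undifferentiated crypt-like class held 443 adjacent normal cells (29.3%) and 359 tumor cells (29.8%), but these were not the same clusters. Cluster 1 held the adjacent normal cells with 12 tumor cells, and clusters 4 and 8 held 204 and 143 tumor cells and no adjacent normal cell. Clusters 4 and 8 had 10 of 29 markers raised, which barely met the minimum of 33%, a value chosen after the clusters were seen. The 10 leading genes of cluster 4 took in the keratinocyte gene *Krt15* and the Paneth gene *Defa22*. With a minimum of 40% the tumor share was 0.995%, and it was below 3% in 8 of the 14 alternatives, that one included. Cluster 4 kept its name because the rule asked for 2 leading genes of the same set. With genes of both sets counted together, an alternative added after the clusters were seen, cluster 4 was unnamed and the tumor share was 12.9%. The tumor share of this class is therefore not a firm value, and the clusters are better compared by number.

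Expression was compared in sums of UMIs over epithelial cells, 3990115 UMIs in adjacent normal and 3320359 in the tumor, for 5 gene lists fixed beforehand. Values are the median over a list of the log2 ratio of CPM, tumor over adjacent normal, with an interval from redrawn counts. The percentile is that among 10000 random lists of the same size and similar mean expression, and it describes these libraries only. The median of all 16324 genes with at least 20 UMIs was 0.36 by this scaling, and scaling by the median ratio sets it to 0. The random lists, which match the expression of a list, had a median of 0.18 for the Wnt target, 0.08 for the absorptive, 0.15 for the proliferation, 0.014 for the goblet and -0.043 for the dissociation response list.

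The Wnt target list addressed whether the tumor's epithelial cells carry an activated Wnt pathway. Its median log2 ratio was 2.54 (2.35 to 2.75), at percentile 100. All 22 genes were higher in the tumor by totals, though *Ephb3* (0.06) was lower when scaled by the median ratio (-0.30) or with totals that leave out the 50 genes with the most UMIs (-0.0012), and the intervals of *Ephb3* and *Nkd2* took in a ratio of 1. *Axin2* had 126 UMIs in adjacent normal and 748 in the tumor, a ratio of 7.13 (5.90 to 8.69). *Notum* had 7 and 936 (ratio 161, 77.7 to 401), *Wif1* 19 and 1612 (ratio 102, 65.1 to 170) and *Lgr5* 53 and 185 (ratio 4.19, 3.08 to 5.81). The alternative that moved the list most was the restriction to undifferentiated crypt-like cells (cluster 1 in adjacent normal, clusters 4 and 8 and 12 cells of cluster 1 in the tumor), which gave 2.14.

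The goblet list had a median of -2.69 (-2.94 to -2.58), at percentile 0, with all 15 genes lower in the tumor under each of the 3 scalings. *Muc2* had 26158 UMIs in adjacent normal and 1988 in the tumor, a ratio of 0.0913 (0.0872 to 0.0956).

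The absorptive differentiation list had a median of -0.83 (-1.15 to -0.79), at percentile 0, with 19 of 24 genes lower in the tumor. *Car4* had 1267 and 72 UMIs (ratio 0.0683, 0.0531 to 0.0866) and *Aqp8* 248 and 25 (0.121, 0.0769 to 0.183). *Car1* (ratio 4.08), *Clca4a* (12.6), *Clca4b* (2.72) and *Emp1* (10.9) were higher in the tumor under each scaling, and *Krt20* (log2 0.13) was higher by totals but lower when scaled by the median ratio (-0.23). The list therefore moved in both directions. Among named epithelial clusters only, which leaves out clusters 11, 13, 14, 21 and 23, its median was -2.25. The absorptive markers used for naming are also genes of this list, and several of them were raised in clusters 11 and 23. This shift may therefore be partly built in.

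The proliferation list had a median of -0.25 (-0.44 to -0.17), at percentile 0.88, with 17 of 24 genes lower in the tumor. It was below 0 in 9 of 10 alternatives. The other one, named epithelial clusters only, was a choice made after the data were examined and gave 0.30. The naming used some of the same proliferation genes, so this reversal may be partly built in.

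The dissociation response list, of immediate early and heat shock genes, was followed because the adenoma went through an additional digestion. Its median was 0.28 (0.14 to 0.40), at percentile 94.9, above the matched median but inside the central 95% of random lists (-0.44 to 0.35), and it was -0.082 when scaled by the median ratio. Its mean was 1.09, since a few genes rose steeply. *Hspa1a* had 43 UMIs in adjacent normal and 1758 in the tumor (ratio 49.1, 36.3 to 68.1), *Hspa1b* 36 and 4111 (ratio 137, 99.0 to 196) and *Ier3* 70 and 713 (ratio 12.2, 9.57 to 15.9). *Fos* (ratio 0.581) and *Fosb* (0.484) were lower in the tumor under each scaling. *Hspa1a* and *Hspa1b* are near-identical copies, so how reads were shared between them is uncertain.

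**Figure D3:**
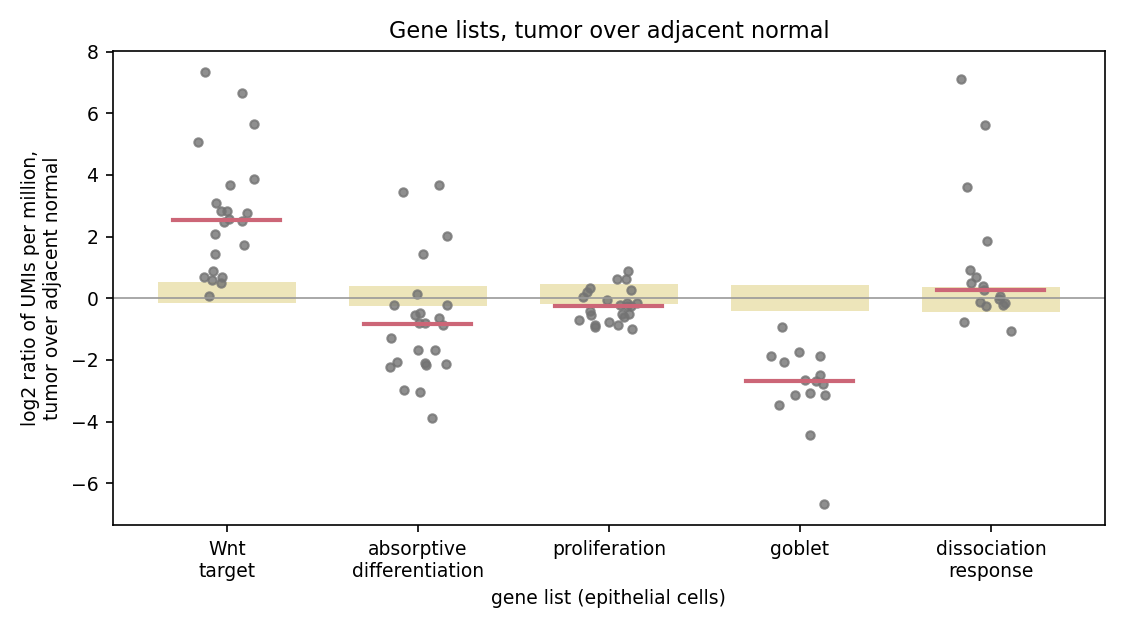
Log2 ratio of CPM in epithelial cells, tumor over adjacent normal (y axis), for each gene (gray points) of the 5 lists (x axis), with the list median as a red line and the central 95% of the medians of 10000 random lists as a yellow band. The Wnt target median of 2.54 lies above its band and the goblet median of -2.69 below it, while the dissociation response median of 0.28 lies inside its band.

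**Figure D4:**
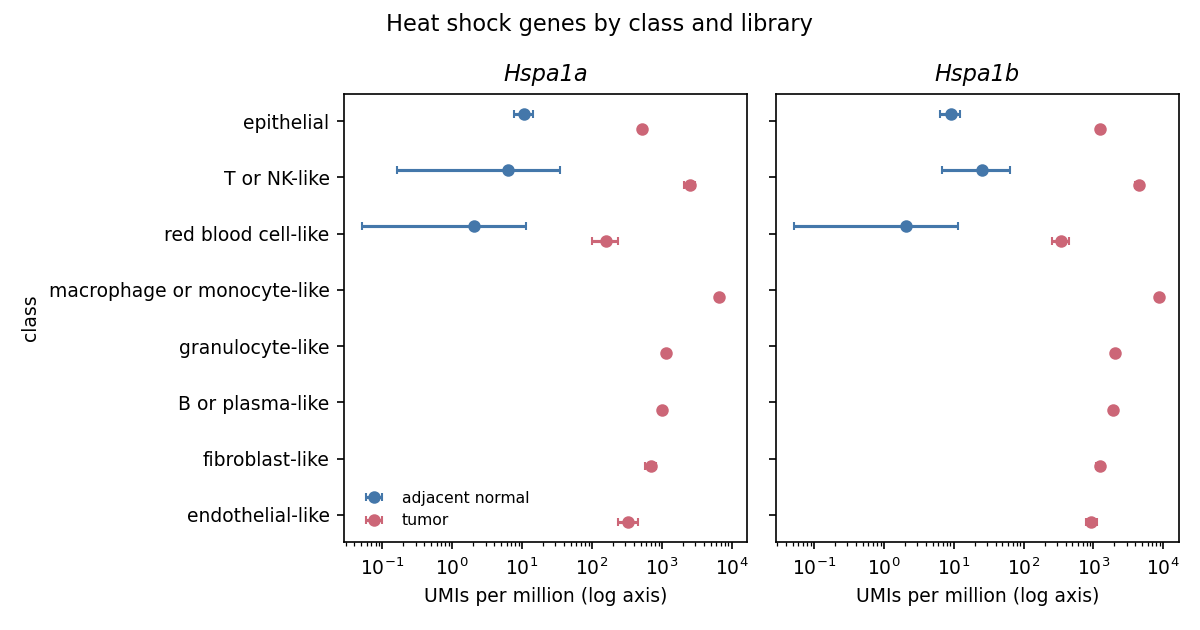
CPM (x axis, log scale) of Hspa1a and Hspa1b in epithelial cells and other classes with at least 20 cells in a library (y axis). Adjacent normal is blue and tumor red, with exact 95% Poisson intervals. The mast-like class was not computed. In T or NK-like cells Hspa1a was at 6.34 in adjacent normal and 2515 in the tumor, and in epithelial cells at 10.8 and 529.

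The genes with the largest ratios were picked by a fixed rule, from sums with 1 added to each count. Over all cells, 10826 genes were ranked. The highest were *S100a9*, *Igha*, *S100a8*, *Ighg2c* and *G0s2*. Between 88.8% and 96.6% of their UMIs came from cluster 6 (granulocyte-like) or cluster 9 (B or plasma-like). *Igha* had 69 UMIs in adjacent normal and 92909 in the tumor. The lowest were *Insl5*, *Mptx1*, *Gcg*, *Clca1* and *Apol10a*. *Insl5* had 1048 and 5 UMIs, and 81.1% of its UMIs came from the enteroendocrine-like cluster 22.

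Over epithelial cells 9296 genes were ranked. The highest were *Mt4*, *Mgp*, *Htra1*, *Ptn* and *Ifitm1*. *Mt4* had 5 UMIs in adjacent normal and 3042 in the tumor (ratio 731, 313 to 2253), and *Mgp* had 7 and 3867 (ratio 664, 322 to 1652). *Htra1* had 0 and 447, which is 179-fold higher with a floor of 3 counts over the group, with a lower end of its interval at 145. *Ptn* had 7 and 2288 and *Ifitm1* 10 and 2038, the latter also expressed in the granulocyte-like cluster, which held 24.3% of its UMIs. The unnamed cluster 14, with 69 cells, all of the tumor, held 42.9% of the *Mt4* UMIs. The unnamed cluster 13, with 77 cells, all of the tumor, held 35.7% of the *Mgp* and 38.5% of the *Ptn* UMIs. Cluster 8 held 30.2% of the *Htra1* UMIs. Cluster 14 counted as epithelial at 2393 CPM of epithelial genes, near the minimum of 2000 CPM chosen after the clusters were seen. These ratios need not hold for every tumor epithelial cluster. The lowest were *Insl5*, *Gcg*, *Mptx1*, *Clca1* and *Sult1a1*, with 1028 and 3, 636 and 4, 9934 and 84, 978 and 8, and 802 and 17 UMIs. The immunoglobulin, *Clca*, *Apol* and *Mptx* genes belong to families with similar members, so their counts are uncertain where reads could be shared.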

Values the study reported

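For normal colon, the study gave sc-UniFrac distances of 0.05 to 0.09 for technical replicates and 0.24 to 0.37 for biological replicates. Its distance between colon and pancreatic islet was 1. It estimated about 2,500 encapsulated cells in a sample, of which about 1,800 were recovered, and gave sizes from about 500 to 1,800 cells for its inDrop datasets.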

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

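Alternatives chosen after seeing the data were unscaled genes, clustering without the marker genes, other minimum shares of markers, the counting of keratinocyte and Paneth genes together, the counting of clusters with leading keratinocyte genes as absorptive, named epithelial clusters only, variable genes detected in at least 1% of cells, all alternatives for the tumor share of the largest tree cluster, and those for single genes. Unless stated, the cause of a change was not tested. No paired analysis was possible because each group holds 1 library, and no alternative leaves out a replicate for the same reason.

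The sc-UniFrac distance of 0.307 stayed within the largest distance between equal parts of 1 library for 12 of 17 alternatives. It fell to 0.245 with 5 tree clusters, 0.150 with 200 variable genes and 0.252 with the upper merges of the tree of all cells, and rose to 0.605 with variable genes by plain variance and 0.708 in epithelial cells only. The share of tumor cells in the largest tree cluster, 64.3%, was 72.9% with 5 clusters, 59.3% with 20 and 59.3% with 30, 72.0% with 200 and 58.1% with 1000 variable genes, 3.32% with plain variance, 60.0% without barcodes of at least 20% mitochondrial UMIs, 61.1% with the larger library drawn down, 60.0% with genes detected in at least 1% of cells, and 0% in epithelial cells only, where the largest cluster held no tumor cell. Neighbor mixing moved from 0.0929 to 0.0641 without barcodes of at least 20% mitochondrial UMIs and stayed within its spread (0.0768 to 0.109) under the other 2 alternatives, at 0.102 without predicted doublets and 0.0914 with 20 principal components.

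The granulocyte-like share stayed within its interval in both libraries under all 14 alternatives, though those that only rename the same clusters could not change it. Several other class shares did not, and those of the undifferentiated and mast-like classes left their intervals most often. The enteroendocrine share of adjacent normal moved under fewer settings, but rose from 0.991% to 29.8% with 10 principal components. At resolution 0.5 macrophage or monocyte-like cells were 10.1% of the tumor, and mast-like cells 0% of adjacent normal and 0% of tumor. At resolution 2 the absorptive share of tumor epithelial cells was 11.0%, and undifferentiated cells were 21.8% of adjacent normal. With 10 principal components, adjacent normal had 25.8% absorptive among epithelial cells, 29.8% enteroendocrine, 30.9% goblet, 0% undifferentiated and 0% mast-like cells, and the tumor 10.2% macrophage, 15.5% undifferentiated and 0% mast-like cells. With 40 components, undifferentiated cells were 32.6% of adjacent normal and 1.74% of tumor, and mast-like cells 0% and 5.56%. With 30 neighbors the tumor had 10.4% macrophage, 1.16% undifferentiated and 0% mast-like cells, and adjacent normal 0% mast-like cells. Without barcodes of at least 20% mitochondrial UMIs, undifferentiated cells were 1.76% of the tumor and mast-like cells 0% of adjacent normal. Without predicted doublets, undifferentiated cells were 1.00% of the tumor. With cells thinned to 1000 UMIs, the absorptive share was 15.7% in adjacent normal and 7.94% in the tumor, undifferentiated cells 32.6% and 2.57%, and goblet and T or NK-like cells 36.8% and 3.64% of adjacent normal.

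With unscaled genes the absorptive share was 26.0% in adjacent normal and 3.42% in the tumor, enteroendocrine cells were 25.5% and 0%, and T or NK-like, mast-like and undifferentiated cells were 0% of both. Clustering without the marker genes gave 23.5% goblet, 40.3% undifferentiated and 0% mast-like cells in adjacent normal, and 9.70% macrophage and 0% mast-like cells in the tumor. With the same clusters named from at least 40% of the markers, undifferentiated cells were 0.995% of the tumor, and from at least 50% they were 0% of both libraries, by construction of the rule. With keratinocyte and Paneth genes counted together, undifferentiated cells were 12.9% of the tumor, because cluster 4 lost its name. Counting clusters with leading keratinocyte genes as absorptive gave 17.4% in the tumor.

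Scaling by the median ratio moved every list by the shift of 0.36. The Wnt list was then 2.17, the absorptive list -1.19, the proliferation list -0.62, the goblet list -3.05 and the dissociation list -0.082, which reversed its direction. Over all cells the Wnt list was 2.17, the absorptive list -1.15 and the dissociation list 0.86. By the mean over cells the absorptive list was -1.29 and the goblet list -3.32. Within undifferentiated crypt-like cells the Wnt list was 2.14, the absorptive list -1.88 and the dissociation list 0.81. Among named epithelial clusters only, the absorptive list was -2.25, the goblet list -3.70 and the proliferation list 0.30, which reversed, while it stayed below 0 in the other 9 alternatives. The clusters were named from markers that are partly genes of these lists, so these shifts may be partly built in. The Wnt, absorptive and goblet lists kept their direction under all 10 alternatives.

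The ratios of 40 named genes, some over both sums, had 4 alternatives each, and 158 of the values stayed within the counting interval, 14 moved and 4 reversed. Scaling by the median ratio shifts every gene of a sum by the same amount. It gave every move but that of *Car4*, which was -4.41 without barcodes of at least 20% mitochondrial UMIs. The reversals also came from a change of scaling, so these counts say little on the stability of single genes. Scaled by the median ratio, *Apc* was -0.056, *Ephb3* -0.30 and *Krt20* -0.23, and *Ephb3* was -0.0012 with totals that leave out the 50 genes with the most UMIs. The direction of these genes depends on the scaling.

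Depth limits the number of genes per cell. The medians of adjacent normal and tumor were 1378 and 1488 as deposited, 1159 and 1185 at 2000 UMIs, which left out 425 and 308 cells, 675 and 665 at 1000 UMIs, and 381 and 378 at 500 UMIs, by construction of the thinning. The order of the libraries differed between these settings.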

Other observations

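The test of shared sequence for genes that rise with *Igkc* and the test of the Wnt target list were chosen after the results they bear on were seen. The other tests had their outcome for and against written down beforehand.

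Tumor and adjacent normal cells shared few neighbors. A shift of the whole library, such as a difference in handling or batch, would part the classes held by both libraries as strongly as all cells. Within their own class, with 15 neighbors, the mixing ratio was 0.260 for red blood cell-like cells (187 adjacent normal and 64 tumor), 0.164 for T or NK-like cells (82 and 23) and 0.0530 for epithelial cells (1238 and 648), against 0.0908 over all cells with the same number of neighbors. Without cluster 24, whose place among the red blood cell-like cells is doubtful, that class had 0.232. Both blood classes mixed more than all cells and more than the epithelium, but stayed far from full mixing. The prediction for a shift that parts every class as strongly as all cells was thus not met. However, 15 neighbors were used in classes of very different size, and no size-matched ratio was computed. The ratio over all cells also covers classes held almost only by the tumor, such as granulocyte-like cells (0 adjacent normal and 165 tumor). Such classes can hardly mix with or without a shift. The higher ratios of the small classes may also partly come from their size. The comparison therefore does not rule out such a shift. A shift of the library and a difference between the tissues cannot be told apart here, since each tissue was prepared once and the adenoma had its own digestion. The study reports minimal batch effects from experiments with control replicates, and that its adjacent normal lay among normal colon samples. Those other libraries were not analysed here. A biological difference between adenoma and normal colon stays open and was not tested by these ratios.

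The tree distance was larger when variable genes were chosen by plain variance. A candidate explanation is that the dispersion rule picks genes of cells outside the epithelium. Of the 500 genes picked by dispersion, 79.6% (75.8 to 83.0%) were highest in a cluster outside the epithelium, against 40.8% (36.5 to 45.3%) of those picked by variance, and the picks shared 16 genes. Genes picked by dispersion were found in a median of 3.64% of cells and those picked by variance in 55.9%. The main distance may thus mostly reflect immune and stromal cells, while the difference within the epithelium, at 0.708 in epithelial cells only, hardly enters it. A difference in depth between the libraries was argued against as the cause of the distance, which was 0.315 with every cell thinned to 1000 UMIs and 0.307 without.

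In tumor epithelial cells, UMIs of *S100a8* and *S100a9* may come from free RNA of granulocytes in the suspension. At 1000 UMIs per cell 10.5% of them had an *S100a9* UMI (8.24 to 13.1%), and the shares in B or plasma-like (8.74%, 4.07 to 15.9%), endothelial-like (10.8%, 3.03 to 25.4%) and fibroblast-like cells (15.9%, 6.64 to 30.1%) overlapped it. For *S100a8* the share of epithelial cells was 10.5% (8.24 to 13.1%), and the other classes lay on both sides of it with intervals that overlap, at 14.6% (8.39 to 22.9%), 10.8% (3.03 to 25.4%) and 4.55% (0.555 to 15.5%) in the same order. Expression in a small part of the epithelial cells is not excluded.

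*Hspa1a* and *Hspa1b* were higher in the tumor epithelial cells, and a response of all cells in the suspension to the handling of the adenoma may explain this. T or NK-like cells of the tumor had 2515 CPM of *Hspa1a* (2083 to 3010), against 6.34 (0.161 to 35.3, from 1 UMI) in those of adjacent normal, and 4565 against 25.4 of *Hspa1b*. In epithelial cells the levels were 529 and 10.8 for *Hspa1a*, and 1238 and 9.02 for *Hspa1b*. Free RNA may supply part of the epithelial UMIs, since red blood cell-like cells of the tumor had 159 CPM of *Hspa1a* and 344 of *Hspa1b*, but these levels lie below those of epithelial and of T or NK-like cells. Among the classes computed, which left out mast-like cells, the highest levels were in macrophage or monocyte-like cells of the tumor (6552 and 8814 CPM). The T or NK-like cells lay mostly in different clusters in the 2 libraries (15 and 18). Other genes of the response went both ways, since *Ier3* had a ratio of 12.2 in epithelial cells while *Fos* was lower, with 261 CPM in the tumor and 450 in adjacent normal. A state of the tumor tissue before its digestion stays open, because handling and tissue are confounded.

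The Wnt target list was 2.54 higher on the log2 scale in the tumor epithelial cells. A larger share of cells like the undifferentiated cells of adjacent normal was tested as the cause. Those 443 cells lay above all 1238 adjacent normal epithelial cells by a median of 0.41 (0.25 to 0.61) over 18 genes of the list. The tumor's 2.54 covers all 22 genes, and its value over the same 18 was not computed. By these medians, a sample made only of such cells would fall short of the tumor's value. This test was devised after the list's value was known. It took the place of a comparison within undifferentiated crypt-like cells, which gave 2.14 but rests on tumor clusters named from some of the same genes. A higher level per cell in the adenoma is one hypothesis that stays open. Whether the additional digestion changed these genes was not tested.

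Among the 103 B or plasma-like cells of the tumor, 20 genes unrelated to immunoglobulins by name rose with *Igkc* from cell to cell, with a Pearson correlation across cells of at least 0.8 among 226 genes with at least 200 UMIs. Cells are not independent replicates and no p-value is given. These genes took 40803 UMIs, or 6.54% of all UMIs of these cells. The most abundant were *Pkn2*, with 9420 UMIs and 15093 CPM against 151 in the other tumor cells, and *0610007P14Rik*, with 8316 UMIs and 13324 against 114. *Mzb1*, a marker of plasma cells, had a correlation of 0.263, so depth alone does not make every gene of these cells follow *Igkc*. Reads of immunoglobulin transcripts could be assigned to these genes through stretches shared between annotated transcripts. Of 19 such genes with a sequence, 1 (5.26%) shared an exact 20-base stretch with an immunoglobulin or *Jchain* transcript, and of 204 other genes 7 (3.43%) did, which argues against that route in the GENCODE vM21 transcripts. Sequence outside annotated transcripts and the authors' own reference were not examined, and no biological explanation was tested. Values of these genes in plasma cells, and of *Pkn2* in particular, are best read with care.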
